A study of Mus musculus with 6 samples. Its data were reported in "Prdm14 promotes germline fate and naive pluripotency by repressing FGF signalling and DNA methylation" (2013).

How the data were processed

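The samples were total RNA of mouse ES cells of a 129P2 background, 3 with Prdm14 overexpression and 3 with a control vector, hybridised as biotin-labelled RNA to Illumina Mouse WG-6 BeadChips, which carry 1 value per probe and array. The study made the overexpressing lines from a Rex1-GFPd2 (Zfp42-GFPd2) reporter line. Per the labels, the replicates of a group came from consecutive passages. The labels name no separate lines or clones, so p-values measure the spread between passages, and a difference between the cells made with the 2 vectors cannot be told from the effect of Prdm14.

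The main values were the bead signal intensity of each probe, deposited as average signals on a linear scale without background subtraction or normalization. Beside each of them the authors deposited a detection p-value, which ranks the probe against the negative control beads of its array. The scanner software is not given in the sources used here. The authors also deposited a table of normalized values on a log2-like scale, made with lumi according to the submitters' processing notes (version not given). It lists 15944 probes, the same as those with a detection p under 0.01 on at least 1 array, and its 6 columns hold the same sorted values to within 0.001, with a median of 8.62 and a minimum of 7.26 in each. Over probes above 10 in log2 signal, its values rise by 0.991 to 1.05 per unit of log2 signal. The transformation is not stated, and the values are neither centred on the gene nor turned in sign.

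The columns of that normalized table do not follow the samples they stand under. Each column was set against the 6 columns of the signal table by the correlation of deviations from the probe mean. Each had 1 clear partner (r = 0.941 to 0.967), a different one for each, but 4 of the 6 partners were not the array named, and 2 were in the other group. The signal table, whose column names give group and replicate, was used throughout, as planned, and the normalized table was an alternative in 2 forms, under its deposited sample names and, as an alternative added after the data were seen, with each column given to its partner array. Ranges of adjusted p given for single genes leave out the first form, in which 2 columns stand in the other group and no gene passed.

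Signals were corrected and normalized with neqc of limma 3.58.1 in R 4.3.3 (normexp with the background inferred from the detection p-values, offset 16, quantile normalization, log2). Probes with a detection p under 0.01 on at least 3 of the 6 arrays were tested, 14604 in all. A 2-group model was fitted with lmFit and eBayes without a replicate block, with Benjamini-Hochberg adjustment and a threshold of 0.01, the one the study states. A gene was represented by its tested probe with the highest mean over the 6 arrays. A fold is the ratio on this scale, and log2 differences are overexpression minus control. Where a gene was not above background on any of the 3 arrays of a group, the fold is a lower bound on this scale, not under other background corrections: the mean of the brighter group against the mean of, per array, the higher of the lowest value among detected probes and the probe's own value. Of the 396 genes past the threshold, 46 had such a bound because they were not above background in overexpressing cells and 32 because they were not above background in control cells.

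Probes were named through the platform's annotation, with symbols updated by gene identifier from a RefSeq table of assembly GRCm38.p6, used only for names and chromosomes. Of the 15944 listed probes 13778 had 1 symbol, 6 had several and 2160 had none, and 13765 matched the RefSeq table. This named 12679 tested probes of 8529 genes. Probes with several symbols or none were counted but not named, and 67 of 1925 such tested probes passed the threshold. Of the genes past the threshold 109 had other tested probes. None of these was called in the opposite direction, for 50 genes all of them were called in the same direction, and for 3 genes at least 1 had the opposite sign.

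In total 22 gene lists were fixed before the data were examined, after the paper and the start of its supplementary list of genes had been read. They hold 299 genes, of which 180 were named by a probe and 168 tested. Lists with at least 5 tested members were tested with camera (17 lists, inter-gene correlation 0.01, Benjamini-Hochberg over the lists, threshold 0.05), with an estimated correlation and fry as alternatives. No list passed with an estimated correlation. The estimates were under the fixed 0.01 for primed epiblast (-0.017), naive pluripotency (-0.061), DNA methylation machinery (-0.11) and TGF-beta and BMP genes (0.0079). They were above it for epithelial (0.070) and FGF-ERK responsive genes (0.025). Where the estimate was lower, correlation between members is not why the list did not pass. The genes named were fixed by rule as well: Prdm14; the 12 largest increases and 12 largest decreases with a plain gene symbol among genes past the threshold whose groups did not overlap; up to 4 members of each list past the threshold, by size, and, where fewer than 2 were, up to 2 with the highest intensity; and all genes that the study names for this experiment. The replicate block, leaving out each array, the background correction, the scaling, the detection filter, the variance model, the probe of a gene and the threshold were the other alternatives.

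Replicate numbers are shared by the 2 groups. Deviations from the group means correlated between arrays with the same number at r = 0.121 to 0.390 and between arrays with different numbers at r = -0.311 to 0.0582, across probes. Each same-numbered pair was above 0.1, the rule used, so the numbers were taken to pair the samples. The evidence is limited, as deviations within a group cancel out and the correlations are not independent. The pairing comes from these values, not from the labels, which speak of consecutive passages. The main fit has no replicate block, so its p-values leave the pairing out. The files used here give no slide or scan date, so no such batch was tested.

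The method was tested on simulated data with the spread of the real arrays. For Prdm14 overexpression minus control vector over 14604 probes, it recovered 18% of 100 probes changed 1.5-fold and 98% of 100 changed 2-fold, with 2 unchanged probes called. With none of the lists shifted it called 0 lists over 8529 genes. With the primed epiblast list shifted it called that list and 4 others. The primed list shares genes with other lists, among them Cldn6, Krt18, Lefty1, Lefty2 and Dnmt3b. A shift of 1 list can thus make others pass, and the list results are not separate from each other. Every simulated value was drawn independently, so false list calls from correlated genes or paired arrays were not tested. Divisions of the 6 real arrays that mix the groups gave up to 2 lists past the threshold.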

Results

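Gene expression was measured in mouse embryonic stem (ES) cells that carried either a Prdm14 expression construct or a control vector, with 3 arrays per group. PRDM14 is a PR domain protein needed for germ cell specification and for the maintenance of pluripotency. The cells were grown with serum, where ES cell cultures mix naive pluripotent cells with cells primed for differentiation, and the comparison asks which genes respond when Prdm14 is raised under these conditions. Each array held 45281 probes, of which between 14078 and 14769 (31.1% to 32.6%) were above the negative control beads. Background was brighter on the overexpression arrays, where probes detected on no array had median signals of 81.2, 73.3 and 73.6 against 59.6, 61.3 and 62.8 on the control arrays. Across the tested probes, arrays of the same group correlated at r = 0.990 to 0.994 and arrays of different groups at r = 0.978 to 0.983.

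Prdm14 itself was raised on each of the 3 overexpression arrays. Its brighter probe (ILMN_1222112) gave signals of 14907, 10751 and 11016 in overexpressing cells and 801, 673 and 855 in control cells, a log2 difference of 3.86 ± 0.12 (SE, n = 3 per group; limma adjusted p = 1.73e-06), or 14.5-fold. The other probe (ILMN_3037312) gave 712, 470 and 501 against 85.8, 75.3 and 91.2, and was not above background on the 3 control arrays. Whether the probes lie in the part of the transcript carried by the construct is not known, so the values do not separate the construct from the endogenous gene.

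With quantile normalization more genes were lower than higher in the Prdm14 overexpressing cells, a balance that turned with another scaling. Of 8529 genes tested with limma, 396 passed an adjusted p of 0.01, of which 149 were higher and 247 were lower in overexpressing cells. Among them 36 were at least 2-fold higher and 117 at least 2-fold lower. At the level of probes, 511 of 14604 passed, 204 higher and 307 lower. The 2 groups did not overlap for 29.9% of all tested genes, against 10% by chance. In place of quantile normalization, the arrays were also scaled to a common median of all probes, most of them not above background. The difference of the median gene then went from -0.0016 to 0.11 on the log2 scale. The split turned to 239 higher and 163 lower genes, so the balance of directions depended on the scaling. With cyclic loess, no background correction, an offset of 50 or the matched normalized values, 36.8% to 39.8% of the called genes were higher. With the replicate number as a block, 556 genes passed, 226 higher and 330 lower. Leaving out 1 array at a time, and so testing fewer samples, gave 181, 229 and 258 genes without overexpression arrays 1, 2 and 3, and 154, 256 and 203 without control arrays 1, 2 and 3.

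**Figure D1:**
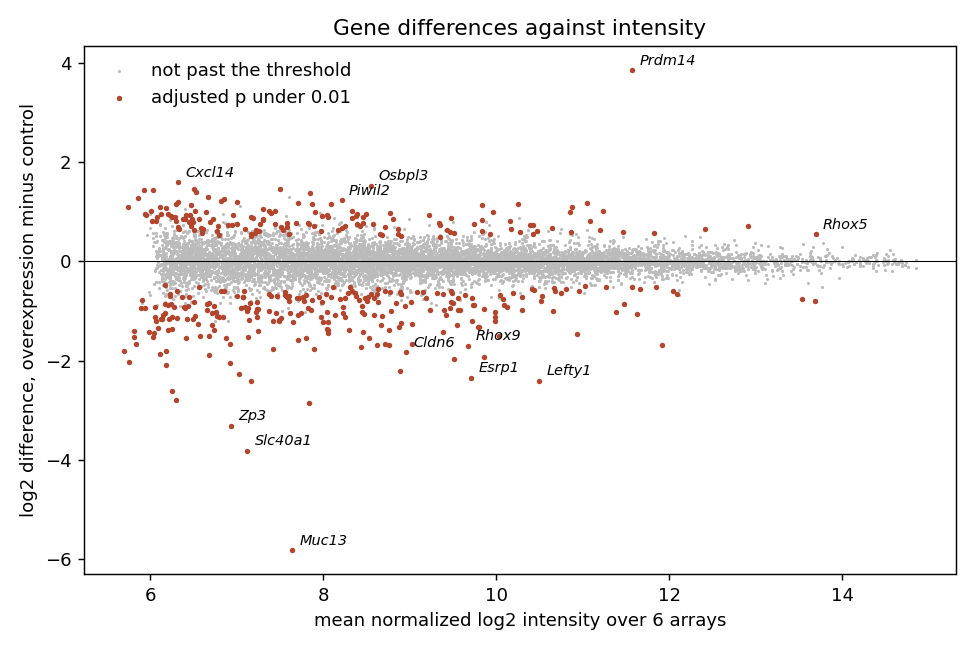
Log2 difference between Prdm14 overexpression and control vector cells for the 8529 tested genes (vertical axis) against mean normalized log2 intensity over the 6 arrays (horizontal axis), with genes past an adjusted p of 0.01 in red. Prdm14 is the gene with the highest difference (3.86), and Muc13 has the lowest value (-5.82), whose size is uncertain because the gene was not above background in overexpressing cells.

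The deepest decrease was that of Muc13, a transmembrane mucin, which was at least 21.2-fold lower and no longer above background in overexpressing cells (adjusted p = 6.35e-08). The iron exporter Slc40a1 was at least 7.39-fold lower, the zona pellucida gene Zp3 at least 5.45-fold and the glutathione peroxidase Gpx2 at least 4.68-fold. Acta2 (smooth muscle actin), the interferon-inducible GTPase gene Gbp2 and the anchoring filament gene Lad1 also fell to background, by at least 2.93-fold, 2.67-fold and 2.10-fold. Fam111a fell by 2.85 ± 0.21 on the log2 scale (SE, n = 3 per group), and Smagp, which encodes a small transmembrane protein, fell by 2.21 ± 0.14. Increases were smaller. The oxysterol-binding protein gene Osbpl3 rose by 1.53 ± 0.09, the neuronal splicing factor gene Rbfox3 by 1.46 ± 0.10 and the acute phase gene Saa3 by 1.38 ± 0.14. Mettl7b rose by 1.40 ± 0.19, the defensin Defb30 by 1.26 ± 0.15 and Piwil2 by 1.24 ± 0.10. The Mettl7b probe was above background on 1 of the 3 control arrays. In the deposited normalized values matched to their arrays these 6 increases were smaller, at 1.05, 0.73, 0.77, 0.46, 0.48 and 0.77 in this order. The chemokine Cxcl14, the sphingosine kinase gene Sphk1, the importin gene Kpna7, the T cell adaptor Lat, Acsf2 and Irf5 were not above background in control cells and were at least 1.86-fold, 2.02-fold, 2.16-fold, 1.45-fold, 1.34-fold and 1.21-fold higher. These lower bounds hold on the background-corrected scale only, and sizes for dim genes depended on the correction. Without it the log2 difference was -4.61 for Muc13, -2.71 for Slc40a1, -2.28 for Zp3, -1.72 for Gpx2, 0.96 for Cxcl14, 0.91 for Sphk1 and 0.85 for Kpna7, and in the deposited normalized values matched to their arrays it was -3.15, -1.70, -1.36, -1.07, 0.50, 0.48 and 0.47, so that some of these folds lie under the bounds. The calls of Kpna7 (without overexpression array 1 or 2 or any control array, adjusted p from 0.0134 to 0.0227), Mettl7b (without overexpression array 1 or control array 1, 0.0152 and 0.0175) and Sphk1 (without control array 1, 0.0108) were lost when those arrays were left out.

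Epithelial genes and genes of the primed, postimplantation epiblast were lower in overexpressing cells. Of 9 tested epithelial junction and keratin genes, 6 fell, among them the epithelial splicing regulator Esrp1 (log2 difference -2.34 ± 0.14, SE, n = 3 per group), the tight junction genes Cldn4 (-1.96 ± 0.13) and Cldn6 (-1.83 ± 0.11), and the keratin gene Krt18, which was at least 1.91-fold lower and not above background in overexpressing cells. Of 11 primed epiblast genes, 7 fell, including the Nodal antagonists Lefty1 (-2.40 ± 0.35) and Lefty2 (-1.93 ± 0.22) and the transcription factor gene Sox11 (-2.26 ± 0.18). The Sox11 probe was above background on 1 of the 3 overexpression arrays, and with a probe detected on all 6 arrays the difference was -1.11. The primed marker Otx2 differed by only 0.07 ± 0.10 (adjusted p = 0.739). No change was thus detected for Otx2, which the study lists among lowered genes. Adjusted over the list alone, 7 epithelial and 8 primed genes were lower, and 1 primed gene was higher. Both lists shifted down against the other genes (camera adjusted p = 8.59e-08 for each). With an estimated correlation the adjusted p was 0.0753 for the epithelial and 0.0634 for the primed list. Lefty1 lost its call without control array 1 (adjusted p = 0.0180) or 3 (0.0125), and with trended robust variances (0.0232). The lists share Cldn6 and Krt18, and the study chose Cldn6, Otx2, Lefty1 and Lefty2 on these samples, so their direction is not independent evidence.

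Some targets of SMAD signalling were lower as well. Of 9 tested TGF-beta and BMP responsive genes 4 fell, namely Lefty1, Lefty2, the BMP target Id1 (log2 difference -1.72 ± 0.14, SE, n = 3 per group) and the SMAD corepressor gene Skil (-0.76 ± 0.12), and 5 were lower adjusted over the list alone. The list shifted down (camera adjusted p = 0.000334), with an adjusted p = 0.0877 with an estimated correlation. Lefty1 and Lefty2 are also in the primed list, and the study chose them on these samples. Skil lost its call without overexpression array 1 or 2 or any of the control arrays (adjusted p from 0.0142 to 0.0234), and with median scaling (0.0105).

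**Figure D2:**
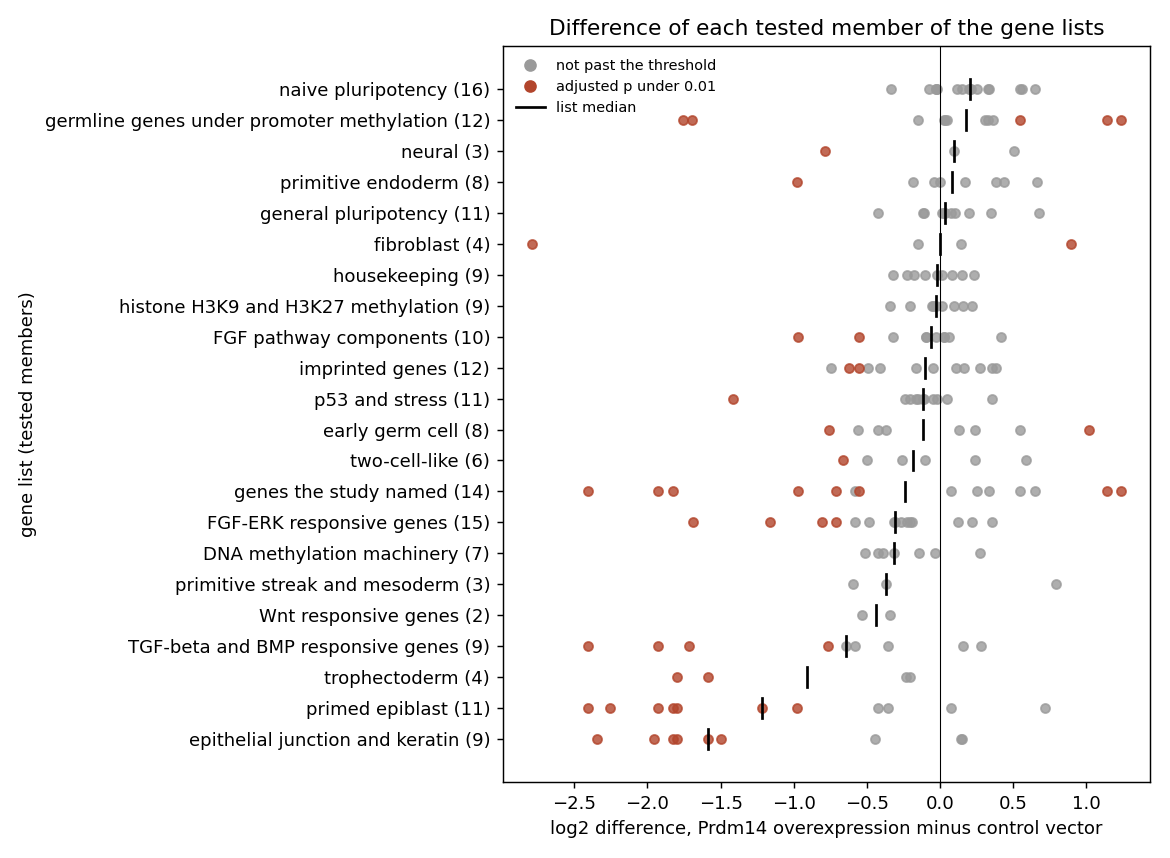
Log2 difference between Prdm14 overexpression and control vector cells for each tested member of the 22 gene lists (points, red where the adjusted p was under 0.01), with the median of each list as a black bar and the number of tested members in brackets. The epithelial list lies lowest, with a median of -1.59, and the naive pluripotency list highest, with a median of 0.20.

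Naive pluripotency genes leaned upwards by small amounts. None of 16 tested members passed the threshold over all genes, and 2 were higher adjusted over the list alone. The median difference was 0.20, and the list shifted up against the other genes (camera adjusted p = 0.0135). The list gave an adjusted p = 0.125 with an estimated correlation, and 0.0776 with the arrays scaled to a common median. Klf4, a transcription factor of naive cells, differed by 0.65 ± 0.12 on the log2 scale (SE, n = 3 per group) with an adjusted p of 0.0105 for its brightest probe. Its other 2 probes passed the threshold, and with the replicate number as a block so did the brightest (adjusted p = 0.00376; range over the alternatives except the deposited sample names 0.000361 to 0.0496). Dppa3 (Stella) differed by 0.54 ± 0.14 (adjusted p = 0.0375; range over the same alternatives 0.00307 to 0.113), Nanog by 0.34 ± 0.09 (0.0467; range over the same alternatives 0.00237 to 0.158), Zfp42 (Rex1) by 0.25 ± 0.11 (0.191) and Esrrb by 0.21 ± 0.10 (0.221), while Fbxo15 differed by -0.02 ± 0.12 (0.953). In the deposited normalized values matched to their arrays Klf4 (limma adjusted p = 0.00118), Nanog (0.00580) and Dppa3 (0.00713) passed the threshold. Nanog and Dppa3 also passed with trended robust variances (0.00237 and 0.00307), but with none of the other alternatives. The study chose Klf4 and Dppa3 on these samples, so their direction is not independent evidence. Of 11 general pluripotency genes none passed over all genes and 1 was higher adjusted over the list alone. The list did not shift (camera adjusted p = 0.475), with differences of 0.03 ± 0.11 for Pou5f1 (Oct4) and -0.11 ± 0.09 for Dppa5a.

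Some genes that respond to FGF and ERK signalling were lower, and so were 2 components of the pathway. Of 15 tested responsive genes 4 fell, namely the immediate early genes Egr1 (log2 difference -1.69 ± 0.21, SE, n = 3 per group) and Fos (at least 1.48-fold lower, not above background in overexpressing cells), together with Phlda1 (-0.80 ± 0.12) and the ERK inhibitor gene Spred1 (-0.71 ± 0.10). The phosphatase gene Dusp6 differed by -0.58 ± 0.12 (adjusted p = 0.0190; range over the alternatives except the deposited sample names 0.00142 to 0.0655). Adjusted over the list alone, 5 were lower. This list shifted down (camera adjusted p = 0.00170), with an adjusted p = 0.125 with an estimated correlation. Among 10 pathway components the receptor gene Fgfr2 fell by 0.97 ± 0.15 and the adaptor gene Shc1 fell by 0.55 ± 0.09, and the same 2 were lower adjusted over the list alone. The components did not shift as a list (camera adjusted p = 0.284), although fry, which tests whether the genes move one way on balance, gave an adjusted p of 0.0291. The study chose Fgfr2, Shc1, Spred1 and Dusp6 on these samples. These calls lay near the threshold: those of Fgfr2 (without any overexpression array or control array 1 or 2, adjusted p from 0.0102 to 0.0230), Shc1 (without any 1 of the 6 arrays, 0.0147 to 0.0288), Spred1 (without overexpression array 1 or 3 or any control array, 0.0113 to 0.0147), Phlda1 (without overexpression array 2 or 3 or any control array, 0.0101 to 0.0154) and Egr1 (without control array 1, 0.0111) were lost with 1 array left out. With median scaling Shc1 (adjusted p = 0.0239), Spred1 (0.0145) and Phlda1 (0.0262) were not called. In the deposited normalized values matched to their arrays Fos was not called (adjusted p = 0.0101), whereas Dusp6 was (0.00317). Sizes there were smaller for Phlda1 (-0.41), Spred1 (-0.39), Fos (-0.32) and Egr1 (-1.20). They moved less for Fgfr2 (-0.81), Dusp6 (-0.54) and Shc1 (-0.56).

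**Figure D3:**
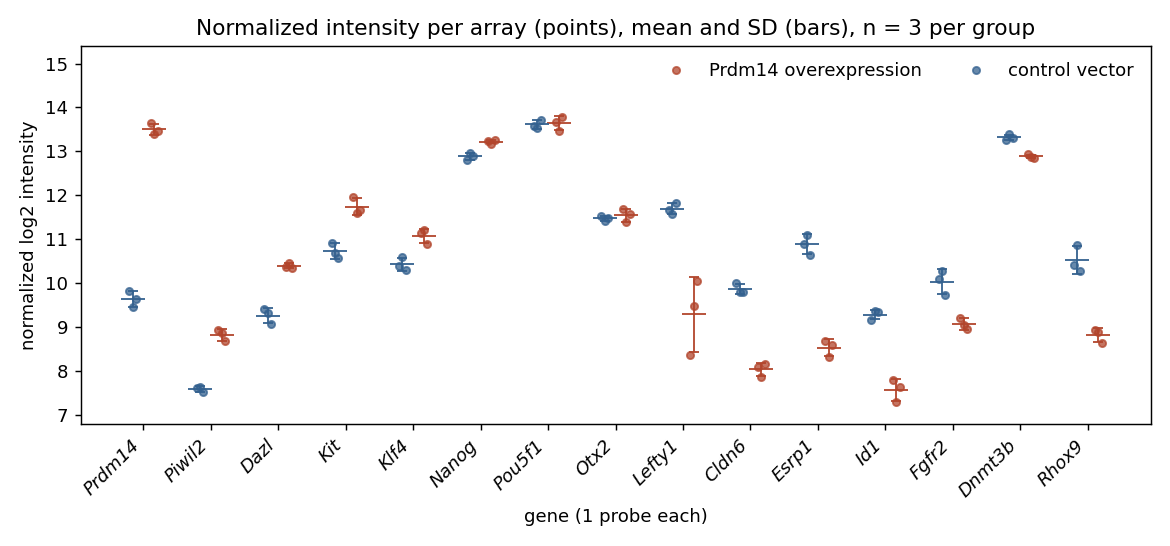
Normalized log2 intensity (vertical axis) of 15 genes on each of the 3 Prdm14 overexpression arrays (red points) and 3 control vector arrays (blue points), with the group mean and SD as bars. The groups are apart for Prdm14, Dazl, Kit, Cldn6, Esrp1, Id1 and Rhox9 and overlap for Pou5f1 and Otx2, and the 3 overexpression values of Lefty1 spread from 8.36 to 10.04.

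Germline genes whose promoters are silenced by DNA methylation in somatic cells moved in both directions. Of 12 tested members 3 rose, namely Piwil2 (Mili) by 1.24 ± 0.10 on the log2 scale (SE, n = 3 per group), the RNA-binding protein gene Dazl by 1.14 ± 0.11 and the homeobox gene Rhox5 by 0.55 ± 0.09. The homeobox genes Rhox6 and Rhox9 fell (-1.76 ± 0.19 and -1.70 ± 0.16). In the deposited normalized values matched to their arrays they fell by 1.00 and 1.44. Rhox5 was named after its value was seen, to complete the count. The same 5 genes passed adjusted over the list alone, and the list did not shift (camera adjusted p = 0.215). The study chose Piwil2 and Dazl on these samples. In the DNA methylation machinery none of 7 tested genes passed over all genes and 3 were lower adjusted over the list alone. The de novo methyltransferase gene Dnmt3b differed by -0.43 ± 0.09 (adjusted p = 0.0169; range over the alternatives except the deposited sample names 0.000298 to 0.0603) and its cofactor gene Dnmt3l by -0.52 ± 0.11 (0.0193; 0.00732 with the replicate number as a block, range over the same alternatives 0.000278 to 0.0701). Dnmt3b and Dnmt3l passed in the deposited normalized values matched to their arrays (limma adjusted p = 0.00125 and 0.00198). They also passed without background correction, with an offset of 50 and with trended robust variances, but with no array left out. The DNA methylation machinery list shifted down (camera adjusted p = 0.0312), with an adjusted p = 0.167 with an estimated correlation. It did not pass with the replicate block (0.0675), without overexpression array 2 (0.0757) or without control array 2 (0.0635). Dnmt3b is also a member of the primed epiblast list.

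Early germ cell genes did not shift as a list (camera adjusted p = 0.790). Of 8 tested, the receptor gene Kit rose by 1.02 ± 0.13 on the log2 scale (SE, n = 3 per group) and the interferon-inducible transmembrane protein gene Ifitm1 fell by 0.76 ± 0.11; adjusted over the list alone 2 were higher and 3 lower. Of 12 imprinted genes Mest fell by 0.62 ± 0.11 and Phlda2 fell by 0.55 ± 0.10 (3 lower adjusted over the list alone; camera adjusted p = 0.296). Zscan4c, a marker of the transient 2-cell-like state of ES cultures, fell by 0.66 ± 0.11, the only one of 6 such genes to pass, also adjusted over the list alone (camera adjusted p = 0.409), with differences of -0.26 ± 0.16 for Tcstv3 and -0.11 ± 0.23 for Tcstv1. Of 9 genes for methylation of histone H3 on lysines 9 and 27 none passed, also adjusted over the list alone (camera adjusted p = 0.861), with differences of -0.05 ± 0.09 for Suz12 and 0.09 ± 0.10 for Mtf2. Mest, Phlda2 and Zscan4c lost their calls without any 1 of the 6 arrays (adjusted p from 0.0114 to 0.0464 over the 3 genes) and with median scaling (0.0430, 0.0481 and 0.0146), Mest and Phlda2 also without the detection filter (0.0126 and 0.0129) and Mest with the probes of a gene averaged (0.0616). Ifitm1 lost its call without overexpression array 2 or 3 or control array 1 or 3 (adjusted p from 0.0101 to 0.0166).

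Markers of other cell types moved in both directions. Of 8 primitive endoderm genes the laminin gene Lama1 fell by 0.98 ± 0.18 on the log2 scale (SE, n = 3 per group), and adjusted over the list alone 1 was lower and 1 higher. The list did not shift (camera adjusted p = 0.436), with differences of -0.004 ± 0.106 for Lamc1 and 0.17 ± 0.10 for Sparc. The study reports that heterogeneity towards primitive endoderm fates was repressed on overexpression. As only 8 of the 20 list members were tested, the list does not decide on that. Too few genes were tested in 5 lists for a test of the list. Of 4 trophectoderm genes the keratin genes Krt18 and Krt8 fell (-1.59 ± 0.17 for Krt8), and both are also in the epithelial list. Of 4 fibroblast genes Acta2 fell and the extracellular matrix gene Fbln2 rose by 0.89 ± 0.14. Of 3 neural genes Map2 fell by 0.79 ± 0.11, with 0.51 ± 0.16 for Nes (adjusted p = 0.0814) and 0.09 ± 0.14 for Ncam1. In these 3 lists the counts were the same adjusted over the list alone. None of 3 mesoderm genes passed over all genes and 1 was higher adjusted over the list alone. Gsc differed by 0.79 ± 0.19 (adjusted p = 0.0310; 0.00751 with the replicate number as a block, range over the alternatives except the deposited sample names 0.00506 to 0.115) and Evx1 by -0.60 ± 0.20 (0.106). The Wnt targets Axin2 and Ccnd1 differed by -0.53 ± 0.20 and -0.34 ± 0.11, with 0 of 2 passing, also adjusted over the list alone. Lama1 (without any 1 of the 6 arrays, adjusted p from 0.0114 to 0.0336), Fbln2 (without overexpression array 1 or 3 or any control array, 0.0129 to 0.0221) and Map2 (without overexpression array 1 or 2 or control array 1 or 3, 0.0110 to 0.0166) lost their calls with arrays left out, and Lama1 also without the detection filter (0.0128) and with the probes of a gene averaged (0.0107).

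Housekeeping genes showed little change, and 1 of the tested stress genes fell. Of 11 p53 and stress genes Gadd45g fell by 1.42 ± 0.12 on the log2 scale (SE, n = 3 per group), also adjusted over the list alone (camera adjusted p = 0.146; 0.0300 without overexpression array 3), with differences of 0.05 ± 0.12 for Gadd45a and -0.15 ± 0.09 for Ccng1. Of 9 housekeeping genes 0 passed, also adjusted over the list alone (camera adjusted p = 0.612), and Gapdh and Ppia differed by -0.02 ± 0.10 and 0.02 ± 0.09. Of the 14 tested genes that the study names for this experiment, 2 rose (Piwil2 and Dazl) and 6 fell (Lefty1, Lefty2, Cldn6, Fgfr2, Spred1 and Shc1). Adjusted over the list alone 5 were higher and 7 lower, with a camera adjusted p = 0.436. Those of them that the study chose on these samples, all but Nanog and Zfp42, are not independent evidence.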

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

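The alternatives were planned in advance, except the authors' normalized values with each column given to its matching array, chosen after the data were seen. With 3 arrays per group and under 33% of probes above background, small changes and dim genes are the limit. With cyclic loess, an offset of 50, no background correction or the matched normalized values, counts stayed within 1.5 times and the 6 lists past the threshold stayed past it. Sizes and calls of named genes moved more: of the 49 past the threshold besides Prdm14, 29 were smaller by over 1.5 times in the matched normalized values (1 call lost, 6 gained), 12 without background correction (0 lost, 4 gained) and 3 with an offset of 50 (0 lost, 4 gained). Of the 49, 32 stayed past it whichever array was left out. The replicate block gave 226 higher genes and 0.0675 for the DNA methylation machinery, brought Klf4, Gsc and Dnmt3l past the threshold, and changed no other call among the lists and named genes. A slide block was not run, as the files give no slide.

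With the normalized values under their deposited sample names, 0 probes and 0 genes passed in limma, 0 higher and 0 lower (374 probes and 202 genes had an unadjusted p under 0.05). Prdm14 differed by 1.40, and camera gave adjusted p = 0.388 for the DNA methylation machinery, 0.176 for epithelial, 0.0559 for FGF-ERK responsive, 0.0559 for naive pluripotency, 0.167 for primed epiblast, 0.104 for TGF-beta and BMP and 0.0296 for p53 and stress genes. The direction turned for the primitive endoderm (0.471), early germ cell (0.845), histone methylation (0.388) and 2-cell-like (0.0660) lists and for Fbxo15 (0.17), Gadd45a (-0.067), Gapdh (0.12), Pou5f1 (-0.12), Ppia (-0.0094), Tcstv1 (0.42) and Tcstv3 (0.043). The order of the columns, 2 of them in the other group, shows the cause.

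With median scaling 331 probes and 239 genes were higher and 163 genes lower, the naive pluripotency list gave 0.0776, and Lamc1 (0.099) and Tcstv1 (0.014) turned; the cause was not tested. Without the detection filter 148 probes passed (50 higher, 98 lower), as more probes were tested. With trended robust variances 857 probes (362 higher, 495 lower) and 619 genes (254 higher) passed; the cause was not tested. At an adjusted p of 0.05, 1255 probes (588 higher, 667 lower) and 917 genes (422 higher, 495 lower) passed, and 228 probes (56 higher, 172 lower) were at least 2-fold changed. The camera adjusted p with an estimated correlation was 0.167 for the DNA methylation machinery, 0.0753 for epithelial, 0.125 for FGF-ERK responsive, 0.125 for naive pluripotency, 0.0634 for primed epiblast and 0.0877 for TGF-beta and BMP genes. With fry the FGF pathway components (0.0291), imprinted genes (0.0172) and genes named by the study (0.0288) passed. Averaging the probes of a gene turned Fbxo15 (0.072), Mtf2 (-0.016) and the housekeeping list (0.870), and detection on all 6 arrays turned the early germ cell list (0.858); the cause was not tested.

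Leaving out each array in turn gave 193 to 337 probes (63 to 117 higher, 130 to 220 lower) and 154 to 258 genes (47 to 93 higher, 107 to 180 lower), as fewer samples were tested. The adjusted p ranged from 0.0271 to 0.0757 for the DNA methylation machinery, 0.0300 to 0.443 for p53 and stress genes and 0.693 to 0.996 for histone methylation. Differences near 0 ranged from -0.10 to 0.099 for Fbxo15, -0.035 to 0.18 for Gadd45a, -0.090 to 0.050 for Gapdh, -0.076 to 0.046 for Lamc1, -0.020 to 0.20 for Ncam1, -0.043 to 0.12 for Pou5f1, -0.0037 to 0.038 for Ppia, -0.073 to 0.00068 for Suz12 and -0.33 to 0.11 for Tcstv1.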

Other observations

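All tests in this part, and the single genes and symbol groups of its first 2 paragraphs, were chosen only after the results had been seen. The epithelial, primed epiblast, SMAD responsive, germline, primitive endoderm and trophectoderm lists were fixed earlier. Single genes with known roles in epithelial cells, not tested as a group, were among those lower in Prdm14 overexpressing cells. The transcription factor gene Grhl2 fell by 1.28 ± 0.15 on the log2 scale (SE, n = 3 per group), the splicing regulator gene Esrp2 fell by 1.005 ± 0.093 and the lipoprotein receptor gene Lsr, a part of tricellular junctions, fell by 1.10, while the membrane protease gene Prss8 fell to background, by at least 2.06-fold. Foxh1, a partner of SMAD proteins in Nodal signalling, fell by 1.28 ± 0.12. The histocompatibility genes H2-T23 and H2-Bl rose by 0.97 and 1.16, and H2-Ab1, not above background in control cells, by at least 1.91-fold.

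Genes were also grouped by the stem of their symbols into 270 groups with at least 5 tested members, and 4 groups passed in camera, each lower in overexpressing cells. The annexin genes (6 tested; Anxa3 fell by 1.38, Anxa5 fell by 1.17) gave an adjusted p of 0.00225, the Pdlim genes of the actin cytoskeleton (6 tested; Pdlim1, Pdlim4 and Pdlim2 fell, -1.01, -0.79 and -0.71) 0.00303, the claudin genes (7 tested, 3 fell) 0.00573 and the Pramel genes (13 tested; Pramel39 and Pramel37 fell, -1.32 and -1.20, and Pramel19 fell to background, at least 1.73-fold lower) 0.0115. Each of the 4 had an adjusted p = 0.986 with an estimated correlation. Median differences were -0.46 for the annexin, -0.73 for the Pdlim, -0.22 for the claudin and -0.36 for the Pramel genes. Over the scalings and background settings the claudin median ranged from -0.22 to -0.09. The 3 claudin genes that fell, Cldn3, Cldn4 and Cldn6, are members of the epithelial list, so the claudin group repeats a part of that result.

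The 6 arrays can be divided into 3 and 3 in 10 ways, counting the real one, which are too few for a share under 0.05. The real division gave 511 probes, 396 genes and 6 lists past the threshold, as many as which were reached by 1, 1 and 1 of the 10 divisions, and the highest of the other 9 were 0 probes, 0 genes and 2 lists. Each of the other 9 has arrays of both groups on both sides, so the difference between the groups widens the spread within a side. Their 0 probes and 0 genes therefore do not show how many calls arise without a difference. With the samples paired by replicate number, only 3 of the other 9 part all 3 pairs as the real one does, and they gave 0 genes and up to 2 lists. The other 6 part 1 pair and keep 2 pairs together, and also gave 0 genes and up to 2 lists.

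The order of the columns in the authors' normalized table was weighed against wrong groups in the signal table. Of the normalized columns 4 matched another array than the one named, each column with an array of its own, which fits columns in another order. In the signal table the lowest Prdm14 signal of the overexpression columns was 12.6 times the highest of the control columns, which speaks against wrong groups there.

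The lower epithelial, primed epiblast and SMAD responsive genes were weighed against 3 other explanations. As for background, 13 of the 13 members that fell stayed lower and past the threshold without background correction. The correction step is thus not the cause. The brighter background of the overexpression arrays stays in those values, so this test does not exclude the background itself. Gain or loss of a whole chromosome in all cells is not the cause. The largest median difference of a chromosome was 0.058, against 0.58 for 1 gained copy, and the 13 genes lie on 9 chromosomes. A gain or loss in part of the cells would give a smaller median, so these medians do not exclude it. Fewer cells of another type stays open, as the primitive endoderm markers had a median difference of 0.082 with members from -0.98 to 0.66, and some of them are expressed by ES cells. All 4 tested trophectoderm markers were lower (-1.80 to -0.20, median -0.91), but the 2 past the threshold, Krt8 and Krt18, are epithelial keratins that are also among the genes to be explained. A difference between the cells with the 2 vectors that does not come from Prdm14 also stays open, since the labels do not say how many lines were used.

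Lower promoter methylation, as a hypothesis, would raise the germline genes, and 2 of them fell past the threshold, so it is not the cause for all of them. Rhox6 and Rhox9 differed from each other by -0.060 ± 0.247 (SE) in their response, so probes that read the same transcripts stay possible, and probe sequences were not used here.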
